A study of Homo sapiens with 7 samples. Its data were reported in "RUNX represses Pmp22 to drive neurofibromagenesis" (2019).

How the data were processed

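Tumor cells from human neurofibromas were sorted by EGFR at the cell surface, total RNA was extracted and labeled with biotin, and 7 samples were hybridized to Affymetrix whole-genome expression arrays. Groups and replicate numbers came from the sample labels, with 4 EGFR- and 3 EGFR+ samples. The authors preprocessed the arrays with the Bioconductor package affy and robust multi-array averaging (RMA), which corrects background, quantile-normalizes the arrays and gives 1 value per probe set; the versions are not given in the sources used here. The deposited values are on the log2 scale and were used as deposited, with no filter on dim probe sets. After 62 Affymetrix control probe sets were left out, 54613 probe sets were tested.

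RMA makes the distribution of values alike on every array, so a change of total RNA per cell cannot be seen, and it flattens differences near the top and bottom of the range. Array medians lay between 6.31 and 6.38. The controls with probes at both ends of a transcript were read for RNA quality. The 3' minus 5' difference of ACTB was 6.13 in EGFR+ replicate 2 and 2.54 in EGFR- replicate 2, against 1.10 to 1.73 in the other 5 arrays. No pair of columns was identical. An array shows level only relative to the same probe set on other arrays.

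Probe sets were named from the platform annotation with symbols updated through gene identifiers. Of the tested probe sets, 41091 had 1 gene symbol, 1801 had several and 11721 had none; only those with 1 symbol were named. Each of 19775 genes was represented by its probe set with the highest mean over all 7 arrays. List genes without a probe set of 1 symbol, among them RUNX1 and 2 of the 14 target genes of the study, are not analysed here. Genes on the Y chromosome, XIST and immunoglobulin, T-cell receptor, HLA and common deletion genes were kept out of the named genes because their level can reflect a person.

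EGFR+ and EGFR- arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with group as the only term, as the methods of the study state no covariate. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested probe sets and a fold change over 2. Residual degrees of freedom were 5 and the prior added 1.47. For single genes the difference of means was also tested by an exact permutation over the 35 splits of 7 arrays, which cannot give a two-sided p under 0.0286. Gene lists were fixed before the data were examined, 22 lists of pathways and lineages and 14 of cell type markers, with 522 genes in all, of which 467 had a probe set. Each list was tested with camera at its preset correlation of 0.01 on 1 probe set per gene, with adjustment over the 36 lists, and again with an estimated correlation and with fry. A member was said to rise or fall when its limma p passed 0.05 after adjustment over the list alone.

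The text names the 10 genes with the smallest unadjusted p in each direction because no gene was called, the sort markers EGFR and NGFR, the target and RUNX family genes, and up to 4 members with the smallest p of each list that was called or had a passing member. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Alternatives fixed before the data were examined were centering or quantile-normalizing again, a filter on dim probe sets, eBayes with trend and robust, array weights, the replicate number as a fixed or random block, leaving out each array, no fold threshold, treat against a fold of 1.2, and other ways to represent a gene. Leaving out both arrays with weak 5' signal and a covariate for the 3' minus 5' difference were added after the data were seen.

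Replicate numbers 1 to 3 occur in both groups. Deviations from the group means correlated between same-numbered arrays at 0.524, 0.577 and 0.239, all above 0.1, so the numbers were taken to pair the samples; this pairing comes from the values and not from the labels. Differently numbered arrays of the 2 groups lay between -0.528 and 0.254, and EGFR+ replicate 3 with EGFR- replicate 4 (0.254) exceeded its value with EGFR- replicate 3 (0.239). EGFR+ replicate 1 also exceeded 0.1 with EGFR- replicates 3 (0.225) and 4 (0.154), so this mark does not set same-numbered arrays apart. The highest value, 0.577, was that of the 2 arrays with weak 5' signal. A shared sample and a shared weak signal cannot be told apart there, so the pairing remains an assumption. The procedure was tested on simulated data with the real means and spreads and 200 changed probe sets among 54613. It recovered 6% of those changed by 1 on the log2 scale, 46% at 2, 68% at 3 and 82% at 4, with 11 false calls. On simulated lists without change camera called 0 of 36 lists, and it called the 1 list that was shifted. The simulated genes vary independently; over the other 34 splits of the real arrays camera called 2 to 15 lists.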

Results

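Neurofibromas are benign nerve sheath tumors built from Schwann cells, fibroblasts, perineurial cells, mast cells and other cells, and the study regards Schwann lineage cells that carry both P75 and the epidermal growth factor receptor (EGFR) at the surface as potential starting cells of these tumors. Cells were sorted by flow cytometry straight from human neurofibromas, without culture, into a fraction with EGFR (EGFR+) and one without it (EGFR-), and the RNA of each sorted sample was hybridized to a whole-genome Affymetrix array. The series held 7 arrays, 3 of EGFR+ cells and 4 of EGFR- cells. Levels were log2 values from robust multi-array averaging, for 54613 probe sets after the Affymetrix controls were left out. Array medians lay between 6.31 and 6.38, and the correlation of any pair of arrays over probe sets lay between 0.891 and 0.983. The labels did not say which samples shared a donor, so p-values measure the spread between these samples, part of which may be technical.

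EGFR, the surface receptor used for the sort, was higher in EGFR+ cells on the transcript level too. On its brightest probe set the level was 7.37 ± 0.96 (SD, n = 4) in EGFR- arrays and 11.20 ± 1.00 (SD, n = 3) in EGFR+ arrays, which is a log2 difference of 3.82 (SE 0.66) or 14.2-fold. All 9 EGFR probe sets had the higher mean in EGFR+ arrays, and in 8 of them every EGFR+ array lay above every EGFR- array. The exact permutation test of the difference of means on the brightest probe set gave the smallest two-sided p that 35 splits of 7 arrays can give, 0.0286. In limma the Benjamini-Hochberg adjusted p over all probe sets was 0.249, so EGFR itself did not pass the genome-wide threshold; with array weights it did (adjusted p = 0.0404, against 0.0404 to 0.642 over the alternatives). NGFR, which encodes the P75 receptor, was at 11.92 ± 0.26 (SD, n = 4) in EGFR- arrays and 11.06 ± 0.89 (SD, n = 3) in EGFR+ arrays, a log2 difference of -0.85 that did not pass either (limma adjusted p = 0.668).

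**Figure D1:**
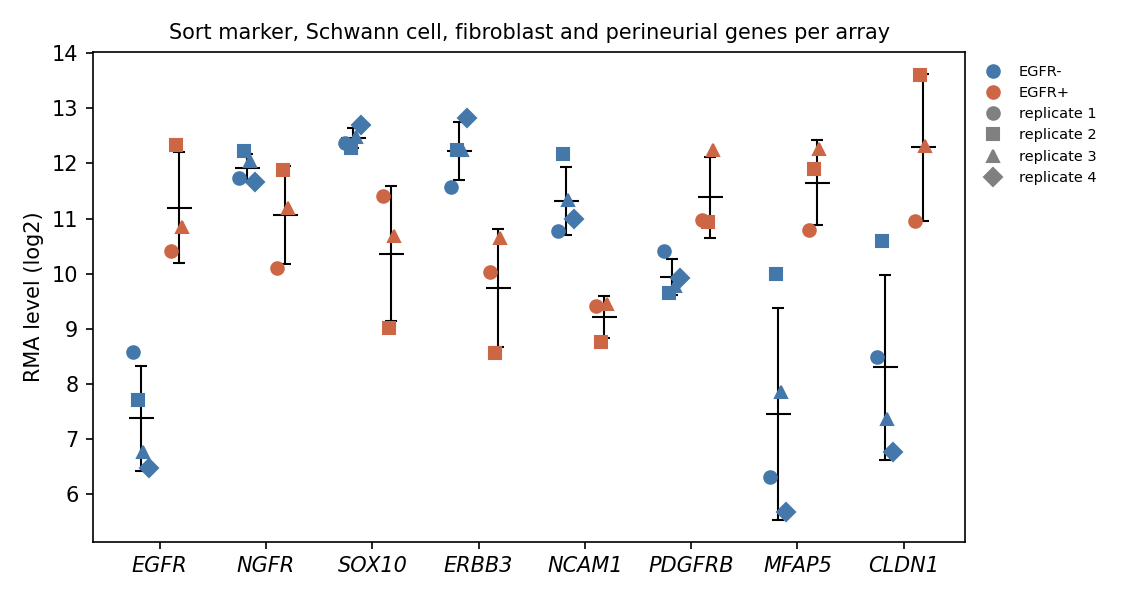
Level on the log2 scale (vertical axis) of EGFR, NGFR, 3 Schwann cell genes, 2 fibroblast markers and the perineurial marker CLDN1 in each of the 7 arrays; blue points are EGFR- arrays, red points EGFR+ arrays, the shape gives the replicate number, and black bars are the mean ± SD. EGFR means were 7.37 and 11.20, and the 3 EGFR+ arrays lay above the 4 EGFR- arrays.

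The study asked which genes set potential tumor-initiating cells apart, at a fold change over 2 and an adjusted p under 0.05. With limma at those thresholds 0 of 54613 probe sets were called. The smallest adjusted p was 0.217, while 4574 probe sets (8.38%) had an unadjusted p under 0.05, 2381 of them higher and 2193 lower in EGFR+ arrays. In 4347 probe sets (7.96%) the 2 groups did not overlap, where chance alone gives 5.71%. The count depended on how arrays were weighted and on 1 array: with array weights 715 probe sets were called, 488 higher and 227 lower, and without EGFR+ replicate 1 the count was 138, 132 higher and 6 lower. Array weights were as low as 0.300 and as high as 3.49. The study also used limma with these cutoffs and reports genes overexpressed on these arrays, Pmp22 among them. The 0 calls with equal weights differ from that report, and the cause of the difference was not tested.

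Among genes with a higher level in EGFR+ arrays, the 10 with the smallest unadjusted p included CREB3L1, a transcription factor held in the endoplasmic reticulum membrane, with a log2 difference of 3.00 (SE 0.24), and C3, the central complement component, with 3.16 (SE 0.42). The others were TMEM200A (3.36), the melanocortin receptor accessory protein gene MRAP2 (3.09), the forkhead gene FOXL1 (2.58), the globin gene CYGB (2.55), the NAD synthesis gene NMNAT2 (2.50), the growth hormone receptor gene GHR (2.21), the urea transporter gene SLC14A1 (1.98) and TMEM150C (1.85). Among genes with a lower level, the 10 with the smallest p included KIRREL3, which encodes an adhesion molecule, with a log2 difference of -2.82 (SE 0.29), and PTPRZ1, a receptor tyrosine phosphatase of glial cells, with -2.00 (SE 0.23). The others were BEX1 (-2.86), the zinc finger gene PLAG1 (-2.51), OTOGL (-1.71), ADAP1 (-1.70), B3GAT1 (-1.46), whose enzyme makes the HNK-1 carbohydrate of neural crest and glial cells, GAS2 (-1.46), the kinesin gene KIF16B (-1.32) and the RNA-binding protein gene IGF2BP2 (-1.15). None of these 20 genes passed, with limma adjusted p between 0.239 and 0.242. For each of them all 3 EGFR+ arrays lay on one side of all 4 EGFR- arrays. Genes chosen for the smallest p tend to be separated in this way, so the separation is not further evidence.

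**Figure D2:**
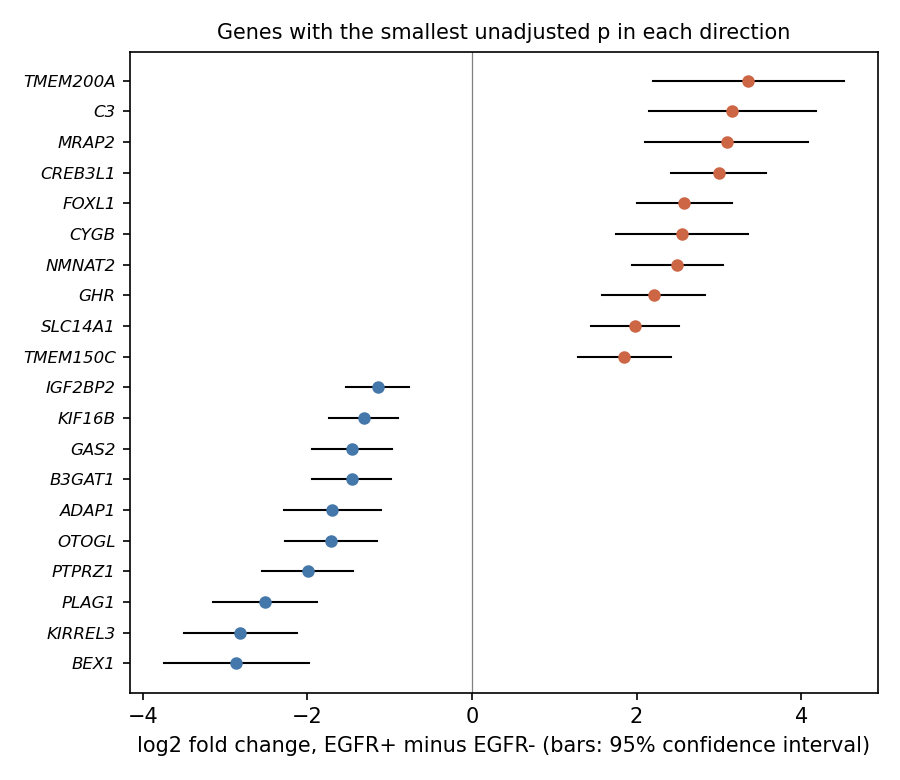
Log2 fold change of EGFR+ against EGFR- arrays (horizontal axis) for the 20 genes with the smallest unadjusted p, 10 in each direction; points are estimates and bars 95% confidence intervals. Estimates ran from -2.86 for BEX1 to 3.36 for TMEM200A, and none passed after adjustment over all probe sets.

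Schwann lineage genes were lower in EGFR+ arrays as a group. Of 17 measured genes of nonmyelinating and precursor Schwann cells, 11 fell when adjusted over the list alone, and 0 passed over all probe sets. FOXD3, a neural crest transcription factor, fell by 1.62, NCAM1, the neural cell adhesion molecule of nonmyelinating Schwann cells, by 2.11, the glial membrane protein gene GPM6B by 0.90 and the progenitor transcription factor gene SOX2 by 2.13, all on the log2 scale. The median of this list was -1.50, and camera, limma's test of a list against the other genes, called it with the preset correlation (adjusted p = 9.1e-13), but not with an estimated one (adjusted p = 0.135 with an estimated correlation). Of 9 measured Schwann cell markers, 8 of which are also in that list, 6 fell when adjusted over the list alone. They included the neuregulin receptor gene ERBB3, which fell by 2.48 to a mean of 9.75 ± 1.07 (SD, n = 3), and SOX10, the master regulator of the Schwann lineage, which fell by 2.09 from a mean of 12.46 ± 0.18 (SD, n = 4). Their median was -0.90 (camera adjusted p = 7.7e-07; adjusted p = 0.219 with an estimated correlation).

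Of 14 measured myelin genes, 12 had a lower mean in EGFR+ arrays and 3 fell when adjusted over the list alone. These were the myelin lipid raft gene MAL, which fell by 2.62, the node of Ranvier gene GLDN, which fell by 2.74, and the tight junction gene CLDN19, which fell by 1.95. UGT8, which makes the myelin lipid galactosylceramide, had a log2 difference of -2.58 that did not pass over the list alone. UGT8 was at 7.16 in EGFR+ replicate 2, against 10.46 and 10.59 in the other EGFR+ arrays. For the myelin genes the median was -1.29 (camera adjusted p = 1.1e-04; adjusted p = 0.219 with an estimated correlation). The cell type markers given next differed between the groups as well, and 1 EGFR+ array, replicate 2, had the lowest value of the precursor and myelin lists and also the weakest 5' signal of the control transcripts.

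Fibroblast markers were higher in EGFR+ arrays. All 19 measured markers had the higher mean, 6 rose when adjusted over the list alone, 13 did not pass, and 0 passed over all probe sets. MFAP5, a microfibril protein gene, rose by a log2 difference of 4.19 (SE 1.06), the platelet-derived growth factor receptor gene PDGFRB by 1.45 (SE 0.37), COL6A3 by 1.71 (SE 0.49) and the proteoglycan gene DCN by 1.47 (SE 0.43). For the fibroblast markers the median was 1.47 (camera adjusted p = 2.8e-12; adjusted p = 0.135 with an estimated correlation). The abundant collagen transcript COL1A1 was already at 13.20 ± 0.17 (SD, n = 4) in EGFR- arrays and at 13.69 ± 0.25 (SD, n = 3) in EGFR+ arrays. Of 23 measured matrix genes, 4 of which are also fibroblast markers, 16 had a higher mean, 0 passed over the list alone, and FBN1 (1.53) and COL6A2 (1.96) had the smallest p. The matrix median was 0.49 (camera adjusted p = 0.00247; adjusted p = 0.670 with an estimated correlation), and without EGFR+ replicate 3 the list was no longer called, at a median of 0.40.

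Perineurial cells form the sheath around nerve fascicles, and their markers split. Of 9 measured, OSR2 (3.21), the netrin gene NTN4 (1.96) and the tight junction gene CLDN1 (3.99) rose when adjusted over the list alone, and the integrin gene ITGA6 fell by 0.61. The perineurial median was 0.76 (camera adjusted p = 0.0139; adjusted p = 0.537 with an estimated correlation). The perineurial call was lost without EGFR- replicate 1 (median 0.64), without EGFR+ replicate 2 (0.57), without EGFR+ replicate 3 (0.58) and with a covariate for the 3' minus 5' difference (0.57). Markers of endothelial cells (median -0.13), macrophages (0.22), T and NK cells (-0.18) and mast cells (-0.0040) were not called.

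**Figure D3:**
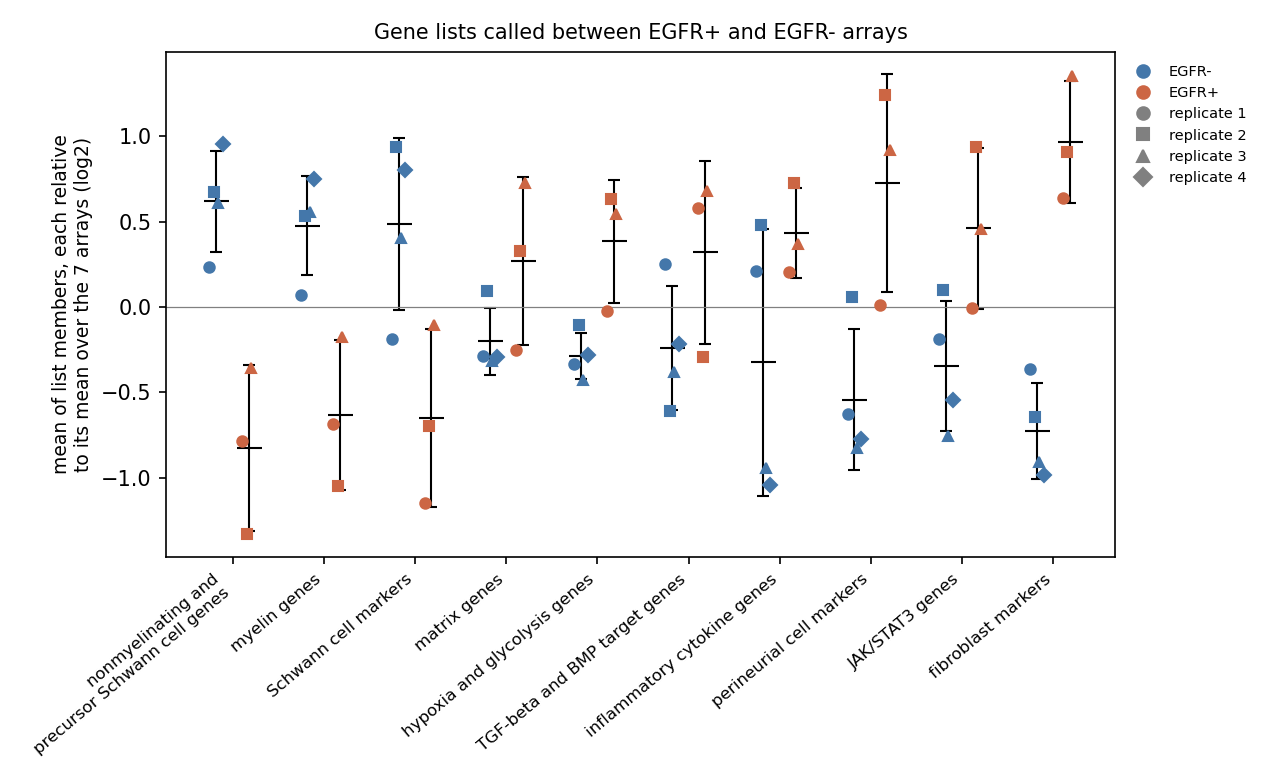
Mean of the measured members of each of the 10 called lists, each member taken relative to its own mean over the 7 arrays (vertical axis, log2); blue points are EGFR- arrays, red points EGFR+ arrays, the shape gives the replicate number, and black bars are the mean ± SD. In the fibroblast list the EGFR+ arrays lay between 0.64 and 1.35 and the EGFR- arrays between -0.98 and -0.36.

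JAK/STAT3 genes were higher in EGFR+ arrays. All 11 measured genes had the higher mean, and 1, the kinase gene JAK1, rose when adjusted over the list alone, by a log2 difference of 0.91 (SE 0.18). The oncostatin M receptor gene OSMR (0.82), JAK2 (1.01) and CISH (0.76) did not pass. The JAK/STAT3 median was 0.82 (camera adjusted p = 1.1e-05, and 0.416 with an estimated correlation). The list score of EGFR+ replicate 1 (-0.0083) lay inside the EGFR- range of -0.75 to 0.10. EGFR+ replicates 2 (0.93) and 3 (0.46) lay above that range. In each group the array with weak 5' signal had the highest score, EGFR+ replicate 2 and EGFR- replicate 2 (0.10). Of 15 hypoxia and glycolysis genes 12 had the higher mean and 0 passed over the list alone; the vasodilator peptide gene ADM was at 1.88, the hexokinase gene HK2 at 0.93, BNIP3 at 0.72 and the collagen hydroxylase gene P4HA1 at 0.47. Their median was 0.62 (camera adjusted p = 2.7e-04; adjusted p = 0.197 with an estimated correlation). On its probe set with the largest variance P4HA1 had a difference of -0.29. HK2 was at 12.72 in EGFR+ replicate 2, which had weak 5' signal, and at 11.52 and 11.35 in the other EGFR+ arrays.

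Of 17 inflammatory cytokine genes 15 had the higher mean in EGFR+ arrays and 0 passed over the list alone, with log2 differences of 2.44 for CXCL12, 1.52 for CCL20 and 0.71 for the cyclooxygenase gene PTGS2. In EGFR+ replicate 1 CXCL12 was at 7.93 (other EGFR+ arrays 12.61 and 11.80) and CCL20 at 13.08 (11.27 and 10.98). The chemokine gene CXCL1 was at 12.33 ± 0.79 (SD, n = 4) in EGFR- arrays and 13.53 ± 0.27 (SD, n = 3) in EGFR+ arrays. For the cytokine genes the median was 0.64 (camera adjusted p = 0.00113; adjusted p = 0.660 with an estimated correlation). Their list score was 0.72 in EGFR+ replicate 2, which had weak 5' signal. EGFR+ replicates 1 (0.20) and 3 (0.37) lay inside the EGFR- range. Of 14 genes in the list of TGF-beta and BMP targets 10 had the higher mean and 0 passed over the list alone. The list also holds the ligand genes TGFB1 (0.50), TGFB2 (1.34) and TGFB3, so its rise is not one of target genes alone. LTBP2 was at 1.98, TGFB3 at 1.82 (-0.26 on its other probe set), the pseudoreceptor gene BAMBI at 1.63 and the inhibitor gene SMAD7 at 0.75. The 4 members with a lower mean were ID2 (-1.15), ID1 (-0.61), ID4 (-0.29) and ID3 (-0.22). The list score of EGFR+ replicate 2 (-0.30) lay inside the EGFR- range of -0.61 to 0.25. EGFR+ replicates 1 (0.58) and 3 (0.68) lay above that range. The list median was 0.62 (camera adjusted p = 0.0200; adjusted p = 0.660 with an estimated correlation), and the call was lost without EGFR+ replicate 1 (median 0.33), without EGFR+ replicate 3 (median 0.32) and with the mean of all probe sets of a gene (median 0.50). The fibroblast markers differed between the same groups, at a median of 1.47. All 10 called lists remained called without the 2 arrays that had weak 5' signal, and with a covariate for that signal all but the perineurial list did.

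The study chose 14 genes as likely direct RUNX1/3 targets from mouse tumors and compared them with these arrays. Of the 12 that were measured here, 0 were called over all probe sets and 0 were called when adjusted over the list alone; 5 had a higher and 7 a lower mean in EGFR+ arrays. These counts do not test the overlap that the study describes. The only target gene that the study reports in common with these arrays, Pmp22, is among those not analysed here. The kinase gene STK17B had the smallest p, with 8.14 ± 0.92 (SD, n = 4) in EGFR- arrays and 10.72 ± 0.87 (SD, n = 3) in EGFR+ arrays, a log2 difference of 2.58 (SE 0.61) and a limma adjusted p of 0.307 over all probe sets and 0.0570 over the list. The myelin gene MBP was at -2.16 (SE 0.81), the cyclin D gene CCND1 at -0.73 (SE 0.25) and the interleukin receptor gene IL4R at 0.71 (SE 0.29), each with an unadjusted p under 0.05. DEPTOR (-1.57), RNF157 (-0.45), FBLN2 (-0.29), SYT6 (-0.28), COL8A1 (-0.13), PSTPIP1 (0.019), SDC4 (0.067) and ERN1 (0.28) did not reach an unadjusted p of 0.05. As a list the 12 genes had a median of -0.21 and were not called (camera adjusted p = 0.723). With array weights STK17B passed the thresholds.

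Among the RUNX family, none of the 3 measured genes was called. RUNX2 was at 11.84 ± 0.43 (SD, n = 4) in EGFR- arrays and 11.44 ± 0.15 (SD, n = 3) in EGFR+ arrays, a log2 difference of -0.40, and its 6 probe sets ran from -2.56 to 0.080. CBFB, the partner that helps RUNX proteins bind DNA, had a difference of -0.45 with an adjusted p of 0.139 over the list alone in limma, and of -1.13 on its other probe set. RUNX3 had a difference of -0.024 on its brightest probe set, where its mean was 6.51 ± 0.17 (SD, n = 4) in EGFR- arrays. The RUNX3 probe sets also disagreed, since the one with the largest variance had a difference of 1.58 and the mean of all 3 a difference of 0.86, neither of which was called.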

Values the study reported

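The study used a fold change over 2 and a false discovery rate under 0.05 to call differentially expressed genes on these arrays. Its text lists 14 genes as likely direct targets of RUNX1/3, found in mouse tumors.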

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

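The tests of weak 5' arrays, of fibroblast lineage cells, of 5' loss, of other cell types, of shortened transcripts and of hybridization in this part were chosen only after the result was seen.

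Of 127 values tested among the 4 EGFR- arrays, 10 stood apart, meaning that the gap of the highest or lowest array to the nearest other took up more of the whole range than the critical value of Dixon's test allows; chance alone does that in about 1 in 20 groups, and the 3 EGFR+ arrays are too few for this test. In EGFR- replicate 2, SYT6 was at 5.46 (the other 3 at 4.86 to 4.88), PSTPIP1 at 6.18 (others at 6.31) and the integrin gene ITGA6 at 12.72 (others 13.10 to 13.12). The same array had a matrix list score of 0.094 (others -0.32 to -0.29) and an oxidative phosphorylation list score of -0.45 (others 0.25 to 0.31). In EGFR- replicate 1, JAK2 was at 7.97 (others 6.98 to 7.14) and the chemokine gene CCL20 at 11.99 (others 9.55 to 9.86). BAMBI was at 8.66 in EGFR- replicate 3 (others 10.02 to 10.29). In EGFR- replicate 4, RUNX1T1 was at 9.11 (others 9.71 to 9.81) and the macrophage list score at -0.27 (others 0.014 to 0.068).

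Control probe sets, which are not among the tested ones and enter only as a covariate and in the choice of arrays to leave out, gave a strong signal in 1 array: the 3' minus 5' difference of ACTB was 6.13 in EGFR+ replicate 2, against at most 2.54 in the EGFR- arrays. EGFR- replicate 2 had that next highest value. The GAPDH difference was 2.51 in EGFR+ replicate 2 and 0.59 in EGFR- replicate 2, both above the 0.26 that was the highest among the other 5. Transcripts shortened before labeling are a candidate explanation that the GAPDH values of 2.51 and 0.59 leave open. Spike-in controls, where the lower of the 2 arrays lay 0.081 above the mean of the other 5, do not decide on a failed hybridization, because normalization had already made the arrays alike. The labels do not say what the arrays numbered 2 share, and no biological explanation was tested.

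Fibroblast markers were higher and Schwann cell genes lower in EGFR+ arrays, with list medians of 1.47 and -0.90. Loss of 5' ends is not the whole cause of the first, since without both weak 5' arrays the fibroblast median was 1.61 and the list was still called. A general rise of non-Schwann cells in the EGFR+ fraction stays open: of 6 lists of other cell types 2 had a median over 0.5. The perineurial list (0.76) was called with the preset correlation but not with an estimated one (camera adjusted p = 0.537). That call was also lost in several alternatives given above, such as without EGFR+ replicate 2. The pericyte and smooth muscle list (0.65) had a score of 1.21 in EGFR+ replicate 3. Its scores in the other EGFR+ arrays, 0.018 and -0.12, lay inside the EGFR- range. Endothelial (-0.13), macrophage (0.22), T and NK (-0.18) and mast cell markers (-0.0040) had no median over 0.5, with members of each that went both ways. The macrophage score was 1.18 in EGFR+ replicate 3, above every other array, and -0.78 and -0.25 in the other EGFR+ arrays. Median member levels in EGFR- arrays were 6.34 for macrophage, 5.34 for T and NK and 4.86 for mast cell markers. None lay above the median log2 level of the arrays, 6.35, so these medians do not exclude a rise of such cells. Cells of the fibroblast lineage among the sorted EGFR+ cells stay open too, without a test that decides: 6 abundant transcripts (COL1A1, COL1A2, COL3A1, COL6A3, DCN and LUM) had a median difference of 0.69 (0.49 to 1.71) on their brightest probe sets, from EGFR- means of 11.52 to 13.32, where RMA flattens differences (other probe sets reached 1.91 for COL1A1 and 3.45 for DCN), but they belong to the list itself and so only restate its rise. Sorting for P75, which the study uses to define these cells, would be expected to remove cells without that receptor, and NGFR had a difference of -0.85; a different state of EGFR+ Schwann lineage cells stays open and was not tested.

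With array weights 715 probe sets were called, whereas limma with equal weights called 0, with 4574 at an unadjusted p under 0.05. The weights were highest in EGFR+ replicate 3 (3.49) and EGFR- replicate 3 (3.36) and lowest in the 2 arrays numbered 2 (0.300 and 0.301). Chance cannot be excluded for the 715, since 2 of the 35 splits of the 7 arrays called as many. The highest other, EGFR- replicate 4 with EGFR+ replicates 2 and 3, called 2986 with array weights. With equal weights that split called 0, with 2140 at an unadjusted p under 0.05. Why array weights gave it so many calls was not tested. If the arrays with weak 5' signal had masked the differences, leaving both out could bring calls. Limma called 0 probe sets there, with 5216 at an unadjusted p under 0.05. The smallest limma adjusted p was 0.0935 there, against 0.217 with all 7 arrays. On simulated data with those 5 arrays the procedure recovered 10% of probe sets changed by 2 on the log2 scale and 44% of those changed by 4. With so low a recovery the 0 calls do not decide whether these arrays masked differences. A difference in state between EGFR+ and EGFR- cells stays open and was not tested here.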

How the results depend on the processing

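Leaving out both weak 5' arrays, the 3' bias covariate and naming TAGAP were chosen only after the data were seen. Of the alternatives run, 84 values of the main results kept their side of the threshold (counts within 1.5 times), 7 rose past it or to a higher count and 2 counts of lists fell; without dim probe sets limma also called 0, with 2811 at an unadjusted p under 0.05. Array weights had the widest effect: 715 probe sets were called (488 higher, 227 lower), EGFR (3.67) and 1 of the target genes, STK17B, passed, 16 lists were called, the median of the target list was 0.017 and FBLN2 was at 0.093. Camera called 10 lists with the preset correlation, 0 with an estimated correlation and fry called 2. With the replicate number as a block limma called 0 probe sets, with 6107 at an unadjusted p under 0.05, and 12 lists, among them EGFR family and ligands (adjusted p = 0.0260) and oxidative phosphorylation (adjusted p = 0.0374), and changed no other call, while SDC4 was at -0.14 and RUNX3 at 0.00038. As a random effect the block gave 1 called probe set, of TAGAP (3.40, adjusted p = 0.0244), 10 called lists (7 higher, 3 lower) and SDC4 at -0.015. The 3' bias covariate gave 1 called probe set, the same one (3.22, adjusted p = 0.0414), with ERN1 at -0.070, SDC4 at -0.18 and RUNX3 at 0.020. Over all alternatives the smallest adjusted p of a probe set lay between 0.00442 and 0.642.

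RUNX3 was at 0.86 as the mean of its probe sets and at 1.58 on the one with the largest variance, where P4HA1 was at -0.29 and MYH11 at 0.37. Without both weak 5' arrays CBFA2T3 was at -0.0029. Leaving out 1 array at a time gave 0 to 138 called probe sets, the 138 without EGFR+ replicate 1 and 0 without any other, and 7 to 14 lists; EGFR lay between 3.26 and 4.22, and 0 target and 0 RUNX family genes were called. In these fits the oxidative phosphorylation list ranged from -0.43 to 0.056, the target list from -0.38 to 0.15, ERN1 from -0.17 to 0.54, SDC4 from -0.20 to 0.38, COL8A1 from -0.38 to 0.21, FBLN2 from -0.80 to 0.44, PSTPIP1 from -0.12 to 0.095 and RUNX3 from -0.10 to 0.030. Called with array weights and also without EGFR+ replicate 1 were 59 probe sets. Among named genes, 1530 values kept their direction and side of the threshold, 42 passed only under the alternative (33 with array weights, 9 without EGFR+ replicate 1) and 23 reversed, none of them called; among the 13 lists followed through each alternative (the 10 called, EGFR family and ligands, oxidative phosphorylation and targets), 226 values kept both, 26 were lost, 4 were gained and 4 reversed. For each of these changes the cause was not tested.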

Other observations

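The count of splits that hold both arrays numbered 2 on one side was chosen only after the result was seen.

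Several lists that were not called without a block held members that passed over the list alone in limma. RUNX1T1, whose protein is known as a transcriptional corepressor, rose by a log2 difference of 2.12 (SE 0.36) in EGFR+ arrays, while the median of the RUNX and CBFB list was -0.014 (camera adjusted p = 0.806). Among EGFR family and ligand genes, EGFR rose (3.82) and the receptor genes ERBB3 (-2.48) and ERBB2 (-0.85) fell, the ligand gene HBEGF was at -0.75 and did not pass, and the list median was -0.65 (adjusted p = 0.281; 0.0260 with the replicate number as a block, against 0.0260 to 0.669 over the alternatives); its score was -0.98 in EGFR+ replicate 2, which had weak 5' signal, while EGFR+ replicates 1 (0.10) and 3 (0.093) lay inside the EGFR- range. TAGLN, a gene of contractile cells, rose by 3.11 (SE 0.49) among pericyte and smooth muscle markers, whose median was 0.65 (adjusted p = 0.387); MCAM was at -1.51, MYH11 at -0.63 and CSPG4 at -0.91, and these did not pass. POU3F1, a regulator of myelination, fell 2.83-fold to a mean of 6.50 beside SOX10 among Schwann cell transcription regulators, with NFATC4 at 1.09 and TEAD1 at -0.57 not passing and a median of -0.32 (adjusted p = 0.435). In the repair Schwann cell list SOX2 fell, BDNF was at -1.38 and UCN2 at -1.72 without passing, and the median was -0.30 (adjusted p = 0.435). Among neural crest and stem cell genes FOXD3 fell by 1.62, SNAI2 was at 1.35, SOX9 at 2.25 and VIM at -0.26 without passing, and the median was -0.075 (adjusted p = 0.775). For none of these genes was the adjusted p over all probe sets under 0.05.

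In the other lists that camera did not call, no member passed over the list alone; endothelial, macrophage, T and NK and mast cell markers and the target list are given in the report. Of the rest, medians above 0 were those of immediate early genes (0.15), cholesterol synthesis (0.16), heat shock (0.18), erythroid cells (0.023) and interferon response (0.011). Below 0 were those of oxidative phosphorylation (-0.28; adjusted p = 0.199, but 0.0374 with the block, against 0.0101 to 0.945 over the alternatives, and with the lowest scores, -0.45 and -0.71, in the 2 arrays with weak 5' signal), cell cycle (-0.22), adipocyte (-0.16), neuron (-0.16), ribosomal protein (-0.058), melanocyte (-0.038), B and plasma cell (-0.036), keratinocyte (-0.036), WNT and NOTCH pathway (-0.032) and RAS/MAPK output genes (-0.0072). The cell cycle list differed between EGFR+ arrays, with scores of 1.06, -1.35 and -0.14. In 6 lists, none of them called, the median, the mean and the test did not agree in sign: neural crest, RUNX and CBFB, B and plasma cell, RAS/MAPK, WNT and NOTCH, and mast cell genes.

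Counting all 35 splits of the 7 arrays into 3 and 4, chance cannot be excluded for the number of probe sets under 0.05 or of called lists. For the 0 probe sets that limma called the count says nothing, because all 35 splits call at least 0, but the split that sets EGFR- replicate 2 with EGFR+ replicates 2 and 3 called 33 with 11604 at an unadjusted p under 0.05, which points to a structure of the samples. The axis of largest variation between arrays (first principal component, 46.0%) gave the same split. EGFR+ replicates 2 (179) and 3 (19.5) and EGFR- replicate 2 (102) lay above the other arrays (-88.3 to -60.6). On the second axis (25.3%) the EGFR+ arrays (-82.4 to -55.3) lay below the EGFR- arrays (-23.2 to 131). The real split had 4574 probe sets at an unadjusted p under 0.05, and 6 splits, the real one included, had as many; in all 5 others both arrays numbered 2 lay on one side. For camera, 10 splits called at least the 10 lists of the real one, the highest other called 15 and the lowest 2; 7 splits gave a smallest adjusted p at or below 9.1e-13, and the lowest other was 3e-17. Of the 8 splits that part as many same-numbered pairs as the real one, 1, the real one, had as many probe sets under 0.05, 3 had as many lists and 1, again the real one, had as many calls with array weights.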
